A study of Drosophila melanogaster with 8 samples. Its data were reported in "NELF‐A controls Drosophila healthspan by regulating heat‐shock protein‐mediated cellular protection and heterochromatin maintenance" (2021).

How the data were processed

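Heads of male Day 50 NelfA*/+ flies and control siblings were used by the authors for H3K9me2 ChIP-seq, with 2 ChIP and 2 input libraries per genotype. Per the authors' description, reads were mapped to the Drosophila genome (BDGP6) with STAR in end-to-end mode without introns. H3K9me2 peaks were called with MACS2 in broad mode with fragments extended to 200 bp. Differential regions were derived with the MACS2 bdgdiff command with a largest gap of 100 bp and a smallest length of 200 bp. This command compares signal tracks through a likelihood ratio and uses no variance between replicates. The authors describe the regions as called at an adjusted p-value under 0.05. The authors' written description does not state how this relates to the likelihood cutoff of bdgdiff. Nor does it state which depths were passed to bdgdiff or whether replicates were pooled. The deposited score is 1 number per region whose name and scale the files do not give. It lay above 1 in every region of both differential lists and below 1 in every common region, and was used to describe, rank and filter the regions of each list. The lists give no read counts, so the depth of each library is unknown and no interval for counting error is given.

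The 3 lists carry condition numbers in place of genotypes. A list was tied to a genotype because its number of regions equalled the number stated in the study for that class. All 1490 sequences named in the lists were found in the reference genome, and 0 regions ran past the end of a sequence. Genes and TE copies were taken from the Ensembl annotation of BDGP6 (release 115), and soft-masking and base composition from the RefSeq copy of the same assembly. The TE annotation is not the one the authors used, which was not used here, and it is sparse on Y and on scaffolds.

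The following choices were made before the data were examined: the comparisons, the 5 Mb pericentromeric limit, the 1 kb promoter, the TE families, the rule for named regions and genes, and a list of alternatives. Shares of each list were compared by bootstrap over 250 kb blocks of the genome (10000 resamples, 95% percentile intervals, 2000 resamples for medians and lengths and for most values by GC content). Blocks in place of regions were resampled because regions cluster. For the split between chromosomes, block labels were permuted 10000 times (two-sided) and p-values adjusted by Benjamini-Hochberg. Overlap meant at least 1 bp. Shuffles placed each region at random on its own chromosome 200 times, independently of the other regions, so clusters were not kept. One-sided p-values of shuffles were taken in the direction of the observed difference. TE families with at least 20 copies were tested with Fisher's exact test (two-sided), with Wilson 95% intervals for shares of copies. The gypsy and diver groups pool all families whose names begin so. Midpoints were assigned in the order promoter, exon, intron, intergenic. Regions and genes were named by a fixed rule: the 5 regions with the highest score per differential list on 2L, 2R, 3L, 3R, 4 and X, and a preset list of 11 genes: Nelf-A, Gnmt, RpL32, 6 heat-shock genes, and white and yellow as marker genes of P-elements.

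Values at equal GC content came from 18 classes of GC content, with each list weighted to the class sizes of the list or chromosome it was compared with. The analyses of GC content, of scaffolds and of the centromeric end of 3R were added after the lists had been seen. The alternatives were other thresholds on score, length and overlap, merging of neighbouring regions, 1 Mb blocks, covered bases in place of regions, other distances, fewer sequences and soft-masked sequence in place of annotated TEs. The resampling code was tested on simulated data: of 200 simulated sets with a true difference of 20 points, 94.5% of intervals held that difference, and 0 of 1000 simulated regions had a wrong overlap. Simulated regions were spread evenly over independent blocks, unlike the real ones. The simulation thus checks the code and not the coverage for these lists. Permutations and medians were not simulated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Input libraries and signal tracks were not analysed here.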

Results

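To ask how lowering NELF-A, a subunit of the complex that holds RNA polymerase II in a paused state near promoters, affects heterochromatin in aged flies, H3K9me2 was profiled by ChIP-seq in the heads of male flies on Day 50 of adult life. H3K9me2 is the dimethylated form of lysine 9 of histone H3 and marks silent chromatin. NelfA*/+ flies, which are heterozygous for a transposon insertion in Nelf-A, were compared with their wild-type control siblings. The series holds 8 libraries, with 2 H3K9me2 ChIP libraries and 2 input libraries from each genotype. The values analysed here are 3 lists of genomic regions that the authors made from these libraries. The lists hold regions with more H3K9me2 in control siblings, regions with more H3K9me2 in NelfA*/+ flies, and common regions found in both genotypes. They carry positions and 1 score per region, and no values per library. No spread between replicates can therefore be given, and the sequencing depth is unknown. Each interval below is a 95% interval from resampled 250 kb blocks of the genome. It describes how evenly a pattern is spread along the chromosomes and does not test the genotypes. Positions are on build BDGP6 (dm6) and counted from 1.

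The first question was in which direction H3K9me2 differed. Of 11159 differential regions, 9363 were higher in NelfA*/+ flies and 1796 were higher in control siblings. The NelfA*/+ share was 83.9% (82.8 to 85.0), a ratio of 5.21. A further 20712 regions were common. In length, the regions higher in NelfA*/+ covered 3699 kb (3279 to 4168), those higher in control siblings covered 529 kb (472 to 591), and common regions covered 10533 kb (9121 to 11913). The ratio of covered lengths between the differential lists was 7.0. The median region was 303 bp long (298 to 308) in the NelfA*/+ list, 263 bp (260 to 268) in the control list and 381 bp (372 to 389) in the common list. Keeping only regions of at least 400 bp moved these counts most, to 2613 regions higher in NelfA*/+ and 220 higher in control siblings, a NelfA*/+ share of 92.2%. The share itself moved most, to 69.5% (67.7 to 71.3), when regions of a list less than 10 kb apart were merged.

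The differential lists did not overlap each other. In contrast, 5550 of the regions higher in NelfA*/+ (59.3%) and 1009 of those higher in control siblings (56.2%) overlapped a common region by at least 1 bp. The shared bases made up 26.5% of the NelfA*/+ list and 29.6% of the control list. Regions of 1 list were never closer than 101 bp, so neighbouring stretches had been joined within each list separately.

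The score in each list is the authors' own value. Its scale is not named, so each list is described on its own and no difference in score between lists was tested. In the NelfA*/+ list the median score was 2.32 (2.30 to 2.36), 28.0% of regions reached at least 3 and the highest score was 104. In the control list the median was 2.04 (2.0 to 2.08), 15.4% reached at least 3 and the highest score was 7.85. The median score of common regions was 0.265 (0.263 to 0.267).

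Whether the split between genotypes was the same on every chromosome was tested by permuting the labels of whole blocks, with Benjamini-Hochberg adjustment over 8 groups of sequences. On X, 718 differential regions (91.8%) were higher in NelfA*/+ and 64 in control siblings, a share 8.51 percentage points (5.68 to 11.3) above the other sequences (permutation p = 4e-04, adjusted p = 0.0016). On 2L the share was 89.8%, a difference of 6.60 points (4.27 to 8.90; permutation p = 0.0026, adjusted p = 0.00693). On the unplaced and unlocalised scaffolds the share was 68.1%, a difference of −18.5 points (−22.2 to −15.1). The permutation p of the scaffolds was 1e-04, the smallest that 10000 permutations can give, and the adjusted p was 8e-04. Scaffolds made up 879 of the 1415 blocks that held a differential region, but held only 1105 NelfA*/+ and 518 control regions. Permuting labels treats these sparse blocks as exchangeable with the denser blocks of the arms. The permutation p-values of all groups are therefore approximate. On 2R the share of 87.6% did not pass after adjustment (difference 4.56 points, 2.47 to 6.89, adjusted permutation p = 0.0596). On 3L the difference was 2.91 points (0.528 to 5.42), and its interval, like that on 2R, excluded 0 although the permutation test did not pass (adjusted permutation p = 0.245). The shares on 3R, 4 and Y passed neither way, with adjusted permutation p-values of 0.870. With 1 Mb blocks, neither the difference on X (adjusted permutation p = 0.376) nor that on 2L (adjusted permutation p = 0.436) passed. Against regions of the same GC content elsewhere, the difference was −0.379 points (−2.46 to 1.21) on X, −0.510 (−2.39 to 1.18) on 2L and −10.9 (−14.0 to −7.94) on the scaffolds.

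H3K9me2 is known from the repeat-rich sequence around centromeres, so the share of regions within 5 Mb of the centromeric end of 2L, 2R, 3L, 3R and X was compared with the 18.9% of arm length that lies there. This share was 63.0% (56.1 to 68.8) for common regions, 53.7% (46.7 to 59.8) for regions higher in NelfA*/+ and 75.0% (68.3 to 80.4) for regions higher in control siblings. Per unit of length, the enrichment was 3.34-fold, 2.85-fold and 3.97-fold. The NelfA*/+ list was less pericentromeric than the common list, with a difference of −9.31 points (−10.9 to −7.64). The control list was more pericentromeric, with a difference of 12.0 points (8.94 to 15.1). With a limit of 2 Mb these differences were −4.73 points (−6.92 to −2.39) and 5.30 points (1.33 to 9.50). On the arms outside these 5 Mb, 92.4% of differential regions were higher in NelfA*/+ (91.4 to 93.3), against 82.5% inside them (80.7 to 84.3). After weighting each list to the GC content of the common list, the NelfA*/+ difference was 0.463 points (−0.812 to 1.52) and the control difference was −10.3 points (−13.4 to −7.02).

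**Figure D1:**
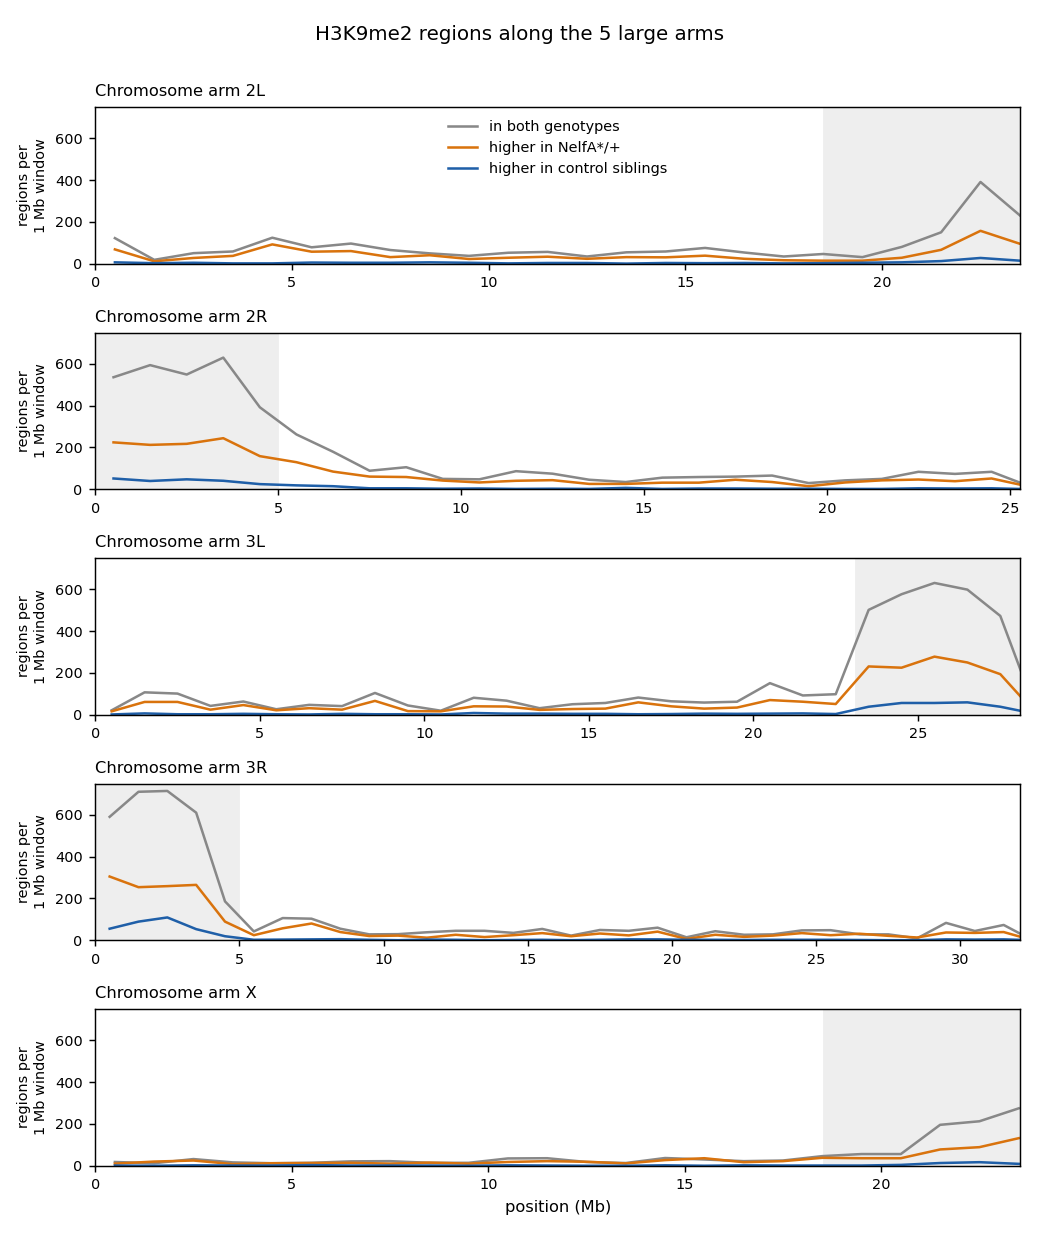
Number of regions in each 1 Mb window (vertical axis) along the 5 large chromosome arms (horizontal axis, Mb) for common regions (grey), regions higher in NelfA*/+ (orange) and regions higher in control siblings (blue), with the 5 Mb next to the centromere shaded and a shorter last window on each arm. All 3 lists are densest in the shaded parts, with up to 715 common regions and 305 regions higher in NelfA*/+ in a window.

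The base composition of the regions was compared after the lists had been seen. The median GC content was 50.9% in the NelfA*/+ list, 46.1% in the common list and 38.7% in the control list. The NelfA*/+ list lay 12.2 points above the control list (11.4 to 13.2). On arm sequence without any soft-masked base, the medians were 54.9%, 54% and 49.0%, and the difference between the differential lists was 5.94 points (4.57 to 6.96). The differential regions were then split into 5 groups of equal size by GC content. In the group with the lowest GC content (up to 40.8%), 51.5% were higher in NelfA*/+ (48.8 to 54.2). This share was 80.6% in the next group, then 92.5% and 96.2%, and it reached 98.7% (98.1 to 99.1) in the group above 56.3%. The difference between the outer groups was 47.2 points (44.6 to 50.0).

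**Figure D2:**
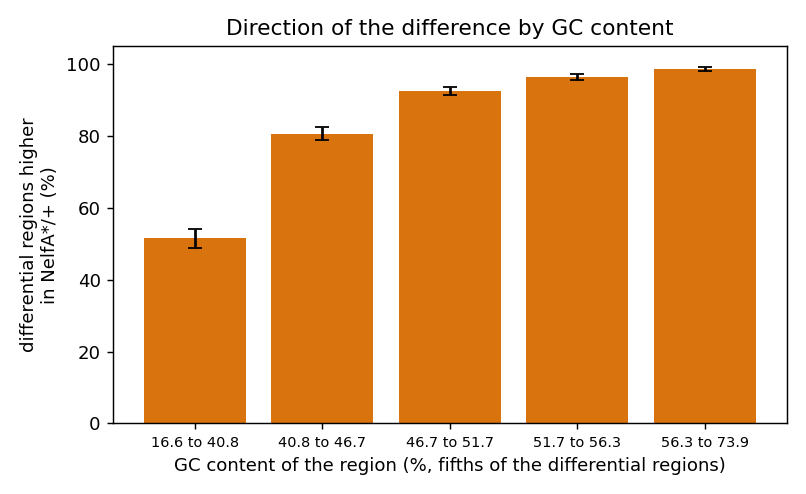
Percentage of differential regions that were higher in NelfA*/+ (vertical axis) in 5 groups of regions ordered by GC content (horizontal axis, %), with 95% block bootstrap intervals as error bars. The share rises from 51.5% in the group with the lowest GC content to 98.7% in the group with the highest.

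Since H3K9me2 silences transposable elements (TEs), the lists were intersected with 5896 annotated TE copies. A TE copy overlapped 10.2% of the regions higher in NelfA*/+ (7.81 to 12.8), 7.68% of those higher in control siblings (5.56 to 10.1) and 10.8% of common regions (8.33 to 13.6). The NelfA*/+ list differed from the common list by −0.614 points, with an interval that included 0 (−1.31 to 0.0553). The control list differed from the common list by −3.10 points (−4.48 to −1.72). The NelfA*/+ list lay 2.48 points above the control list (0.972 to 3.97), and this difference no longer excluded 0 on the 6 main chromosomes alone (0.863, −1.39 to 2.86). The annotation used holds only 7 TE copies on the scaffolds and 80 on Y, and on the 6 main chromosomes the shares were 11.9%, 11.1% and 13.4%. When each list was shuffled 200 times within its chromosomes, the shuffled share was 6.30% for the NelfA*/+ list, 4.84% for the control list and 6.39% for the common list. Each observed share was higher (one-sided permutation p = 0.00498, the smallest that 200 shuffles can give). When shuffled regions also kept to the pericentromeric or arm part, the excess of the NelfA*/+ list fell to 0.604 points (one-sided permutation p = 0.0199) and the control list differed from its shuffles by −0.958 points. Shuffles placed regions independently and broke up their clusters, so their p-values may be too small. The shuffled NelfA*/+ shares had a standard deviation of 0.303 points, far less than the block interval of the observed share (7.81 to 12.8).

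TE families named in the study were examined next. Of 230 annotated copies of the gypsy group of retrotransposons, 84 (36.5%, Wilson 95% interval 30.6 to 42.9) carried a region higher in NelfA*/+, 112 (48.7%) carried a common region and 14 (6.09%) carried a region higher in control siblings. The share with a NelfA*/+ region was 11.3% among all other copies (Fisher's exact test, two-sided, adjusted p = 9.55e-21 over 63 families and pooled groups). For the diver group, 16 of 62 copies (25.8%, 16.6 to 37.9) carried such a region, against 12.1% of other copies (Fisher's exact test, adjusted p = 0.00965). The members of these groups with at least 20 copies went apart. The share was 58.9% in gypsy8 (33 of 56 copies), 9.80% in gypsy12 (5 of 51) and 18.4% in diver2 (9 of 49). In Fisher's exact test the adjusted p was 1.86e-15 for gypsy8, 0.886 for gypsy12 and 0.295 for diver2. For Cr1a it was 24 of 152 copies (15.8%, 10.8 to 22.4; Fisher's exact test, adjusted p = 0.313). Of these 63, 21 passed 0.05, of which 18 lay above and 3 below the other copies. The highest share was that of R1A1, with 23 of 31 copies (74.2%). INE-1, whose 2235 copies have a median length of 146 bp, had 1.48%, against 18.9% of all copies outside INE-1. INE-1 copies are among the other copies in the comparisons of gypsy, diver and the remaining families, and lower the share there. Among only those copies that touched any of the lists, 63.6% of gypsy copies and 45.7% of diver copies carried a NelfA*/+ region, against 45.5% and 47.1% of the other copies. In Fisher's exact test the adjusted p was 2.68e-04 for gypsy and 1.0 for diver. Fisher's exact test and the Wilson intervals treat TE copies as independent and take no account of where they lie. Neighbouring copies can be touched by the same region, so the p-values of families may be too small and their intervals too narrow.

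Region midpoints were assigned to gene features. Promoters, within 1 kb of a transcription start, held 14.3% of the regions higher in NelfA*/+ (12.6 to 16.4), 6.40% of those higher in control siblings (5.01 to 7.99) and 11.2% of common regions (9.69 to 12.8). Exons held 18.1%, 6.35% and 12.4%, introns 23.1%, 28.6% and 25.8%, and intergenic sequence 44.5%, 58.6% and 50.6%, in the same order. The NelfA*/+ list exceeded the common list by 3.18 points in promoters (2.34 to 4.03) and by 5.74 points in exons (4.74 to 6.76). The control list differed from it by −4.76 points in promoters (−6.16 to −3.45) and by −6.01 points in exons (−7.67 to −4.50). Within the arms alone, where 32.0% of NelfA*/+ and 31.9% of common regions lay in promoters, the promoter difference was 0.159 points (−1.66 to 1.92). The exon difference there was 5.16 points (3.36 to 6.92), and 2.19 points (0.501 to 3.73) at equal GC content. For the control list on the arms, the promoter difference was −3.06 points (−8.22 to 2.49), which did not exclude 0, and the exon difference was −6.91 points (−12.0 to −1.51). In the pericentromeric parts the NelfA*/+ promoter difference was 0.808 points (0.228 to 1.49). The exon difference there was 0.355 points (−0.216 to 1.04) for the NelfA*/+ list. For the control list it was −0.335 points (−1.29 to 0.659), and neither exon difference excluded 0. The intergenic difference of the control list was 6.27 points (1.30 to 11.3) on the arms and changed sign to −6.75 points (−10.8 to −2.07) in the pericentromeric parts.

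Differential regions lay over or next to common ones. Within 1 kb of a common region lay 83.5% of the regions higher in NelfA*/+ (81.8 to 85.0) and 89.1% of those higher in control siblings (87.1 to 90.8), a difference of −5.60 points (−7.38 to −3.76). Overlapping regions count as lying within 1 kb, and 59.3% of the NelfA*/+ list and 56.2% of the control list overlapped a common region. After 200 shuffles within chromosomes the shares within 1 kb were 29.7% and 43.4% (one-sided permutation p = 0.00498 for each, the smallest possible). When shuffled regions also kept to the pericentromeric or arm part, the shares rose to 46.8% and 66%, so the excess over shuffles fell from 53.8 to 36.7 points for the NelfA*/+ list and from 45.7 to 23 points for the control list (one-sided permutation p = 0.00498 for each). With a limit of 100 bp in place of 1 kb, the difference between the lists was −0.902 points (−3.49 to 1.60). All 3 lists were cut from the same signal tracks by 1 command, so closeness may follow from how regions were called. The shuffles also placed regions in sequence without the mark, so their low p-values say little about a spread from common regions.

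The 5 regions with the highest score in each differential list on the 6 main chromosomes are named here, with the scores of the authors' deposited table. Among regions higher in NelfA*/+, the first (score 104) lay on 3L from 23827008 to 23827217, in intergenic sequence over an annotated copy of the 17.6 retrotransposon. The next (score 64.7) lay on 3R from 1564489 to 1564690 in an intron of Myo81F, and another (score 57.9) on 3L from 22810242 to 22810446 in an intron of jim, over a copy of the opus retrotransposon. The remaining ones lay on 3R from 159783 to 160773 in intergenic sequence (score 43.6, GC content 62.6%) and on 3R from 3154398 to 3154610 in an intron of Pzl (score 33.7). Among regions higher in control siblings, the first (score 7.85) lay on X from 20259950 to 20260162, in a promoter 0.293 kb from CG42577. Intergenic regions followed on 3L from 24674646 to 24674913 (score 7.21), with scro as the nearest gene at 49.2 kb, and on 2L from 20957618 to 20957918 (score 6.87), with CG42238 at 7.60 kb. The last ones lay in introns of Myo81F, on 3R from 1980813 to 1981075 (score 6.86), and of DIP-lambda, on 2R from 371878 to 372149 (score 6.08).

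A preset list of 11 genes was then searched for regions in the gene body or within 5 kb. Gnmt (FBgn0038074), on 3R from 12674608 to 12676084, had 3 regions higher in NelfA*/+ within 5 kb and 0 in its body. The nearest of these, from 12671656 to 12673193 with a score of 2.51, lay 1.41 kb away. It had 5 common regions within 5 kb, 1 of them over the gene body, and 0 regions higher in control siblings. Nelf-A (FBgn0038872), on 3R from 21223704 to 21229512, had 0 regions of any list within 5 kb. Its nearest region higher in NelfA*/+ lay 57.9 kb away. There were likewise 0 regions of any list within 5 kb of the heat-shock genes Hsp22 (3L, 9372931 to 9374964), Hsp23 (3L, 9381882 to 9382765), Hsp26 (3L, 9376418 to 9377427), Hsp27 (3L, 9384063 to 9385694), Hsp68 (3R, 24055080 to 24057310) and Hsp83 (3L, 3192969 to 3197059). The count was also 0 for RpL32 (3R, 30045229 to 30046161), white (X, 2790599 to 2796466) and yellow (X, 356509 to 361245).

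Among 1 Mb windows of the chromosomes, without the scaffolds, the first window of 3R held the most regions higher in NelfA*/+ (305, covering 245 kb). A dense run of such regions at this centromeric end of 3R was singled out after the lists had been seen. From 1 to 350000 on 3R there were 142 regions higher in NelfA*/+, with a median score of 5.00, a median length of 712 bp and a median GC content of 60.7%. The same stretch held 3 regions higher in control siblings and 118 common regions. In 50 kb windows, regions higher in NelfA*/+ covered between 17.1 and 36.1 kb up to position 350000, and 3.60 kb in the window after it. The region from 159783 to 160773 named above lies in this stretch.

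**Figure D3:**
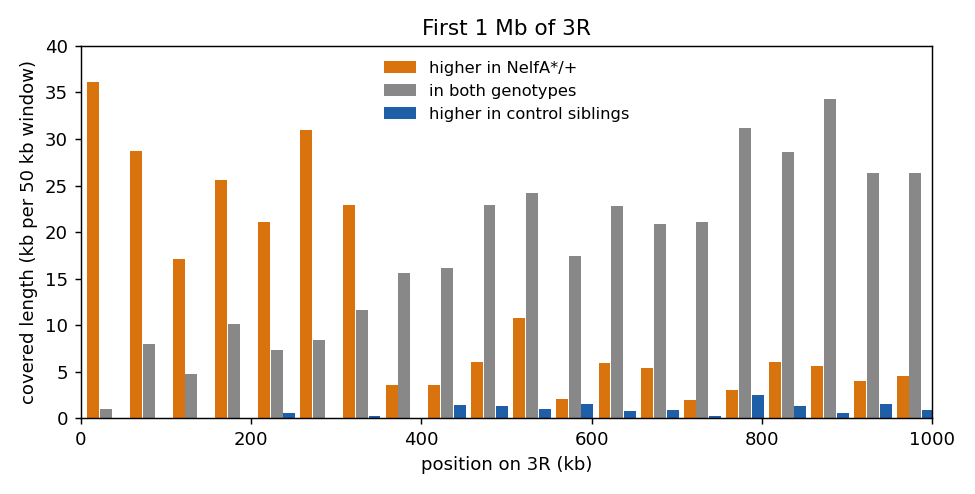
Length covered (vertical axis, kb per 50 kb window) by regions higher in NelfA*/+ (orange), common regions (grey) and regions higher in control siblings (blue) along the first 1 Mb of 3R (horizontal axis, kb), from the centromeric end. Regions higher in NelfA*/+ cover at least 17.1 kb in each window up to 350 kb, and 3.60 kb in the next window.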

Values the study reported

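The study reported about 20,712 common H3K9me2 peaks, 9363 with more of the mark in NelfA*/+ flies and 1,796 with more of it in control siblings. It reported that 6700 of the 9363 peaks higher in NelfA*/+, more than 70%, overlapped known TEs. Among TEs bound by H3K9me2, it gave the share of Gypsy and Diver copies with a peak higher in NelfA*/+ as about 25%. On immunoblots of head lysates it found H3K9me2 to be about 1.4-fold higher in NelfA*/+ flies.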

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

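The alternatives named here as added were chosen after the lists had been seen. The lists hold no values per library, so leaving out a replicate could not be run. No paired analysis was possible because the lists hold no values per library. The planned stricter threshold, a score of 2 times the lowest score in the lists (0.0153), removed 0 differential and 7 common regions, so its 29 values say nothing about stability. Over the other alternatives, 131 values were computed for 38 results, of which 89 kept their direction and their side of the threshold, or for values without a test stayed within their interval or within 1.5 times. Where a value changed, the cause was not tested unless stated.

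The NelfA*/+ share of differential regions ranged from 69.5% with regions of a list less than 10 kb apart merged to 92.2% with regions of at least 400 bp. The counts followed the filter: with the added score limit of 3, which assumes that the differential lists share a score scale, there were 2620 regions higher in NelfA*/+ and 277 higher in control siblings, with regions less than 10 kb apart merged 2649 and 1161, with regions of at least 400 bp 2613 and 220, and on the 6 main chromosomes 1184 higher in control siblings. Covered length was 1344 kb for NelfA*/+ and 81.7 kb for control with the score limit. It was 2896 kb, 337 kb and 8285 kb (common) on the 6 main chromosomes, and 2869 kb, 363 kb and 8912 kb in the added alternative without scaffolds and the first 350 kb of 3R. These follow from fewer regions. Median scores in regions of at least 400 bp were 2.52 (NelfA*/+) and 2.13 (control).

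The pericentromeric differences kept their sign, with intervals that excluded 0, under the alternatives run for them (a 2 Mb limit, covered bases, 1 Mb blocks, the score limit of 3, and without scaffolds and the first 350 kb of 3R), but not at equal GC content, which is treated among the other observations. The difference on X passed neither with the score limit of 3 (4.27 points) nor with 1 Mb blocks (8.51 points), and that on 2L neither after merging within 10 kb (8.31) nor with 1 Mb blocks (6.60). Fewer blocks can be permuted with 1 Mb blocks. The arms then give fewer blocks while each small scaffold still gives 1, so blocks are more unequal and these permutation p-values are approximate too. Differences that had not passed changed sign after merging on 3L (−1.73) and 3R (1.85), and with the score limit on 3R (0.750) and Y (3.07). The scaffolds stayed lower throughout.

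TE overlap depended on the alternative used. The NelfA*/+ minus common difference was 0.0417 when at least 50% of a region had to be covered. It excluded 0 on the 6 main chromosomes (−1.45), with 1 Mb blocks (−0.614) and with soft-masked sequence over at least 50% of the region, an added alternative (−4.36). With soft-masked sequence, control minus common became 17.0 and NelfA*/+ minus control −21.3. Soft-masked sequence is too widespread to stand in for the TE annotation, as described among the other observations. The values obtained with it therefore say little about TEs. With the score limit, control minus common (−2.84) and NelfA*/+ minus control (1.91) no longer excluded 0, and neither did the latter on the 6 main chromosomes (0.863). Shuffling within the pericentromeric or arm part left the control list below its shuffles (−0.958) and the common list 0.394 points above them, no longer past a one-sided threshold of 0.025. Part of the excess over plain shuffles thus followed from position. Among copies touched by any list, an added alternative, the diver difference was −1.39 points and that of Cr1a −9.36, and Cr1a was at −2.30 among copies of at least 500 bp. The gypsy difference kept its sign and passed in all alternatives run, none of which allowed for clustering of copies.

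With a 3 kb promoter, the intron difference of the control list (3.12) excluded 0. With the score limit, the intergenic difference of the NelfA*/+ list (−3.80) did not. The difference in distance to common regions was −0.902 within 100 bp and did not exclude 0. Unknown depth limits all lists, since a weakly marked region that was missed cannot be told from an unmarked one.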

Other observations

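The tests of whether GC content accounts for the pericentromeric, exon, chromosome and TE family differences, the tests of the satellite, of the chromosome 3 centromere sequence and of the X scaffolds at equal GC content, and the test with soft-masked sequence were fixed before their results were seen, and the other tests were chosen after. All patterns were found in the same lists they were tested on.

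Direction of the H3K9me2 difference followed GC content. Repeats and satellites in the lists do not account for this as a whole, since arm regions with no soft-masked base still differed by 5.94 points of GC content between the differential lists. A single depth or scaling factor between genotypes would multiply the signal of all regions alike. The share higher in NelfA*/+ differed by 47.2 points between the groups with the highest and lowest GC content. This does not exclude such a factor, since a likelihood ratio also depends on read coverage, which is unknown and may vary with GC content. Whether such a factor causes the excess of NelfA*/+ regions or the relation to GC content is left open. It could also act together with an effect of GC content. A candidate explanation is that fragments of different GC content were recovered differently in the libraries of the genotypes, as amplification or size selection could bring about. It needs the relation in all kinds of sequence, which could be examined only in part. Only combinations of genome part and gene feature with at least 20 differential regions on each side of the median GC content were run, which left out chromosome 4, promoters and exons on Y, and promoters, exons and introns on scaffolds. The NelfA*/+ share was higher above the median GC content of 49.3% in 11 of the 11 combinations run, by 14.7 to 50.1 points, with 11 intervals above 0. A gain of H3K9me2 in NelfA*/+ flies that itself favours GC-rich sequence remains open. The input libraries, which were not analysed here, would bear on this. Beside the immunoblot, the study reported stronger H3K9me2 staining in NelfA*/+ brains. It also reported higher H3K9me2 at specific gypsy and diver loci by ChIP-qPCR relative to input. These measurements do not rest on the sequencing libraries and speak for a gain, but do not show whether it follows GC content.

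GC content may also account for several of the differences between lists. At equal GC content the pericentromeric deficit of the NelfA*/+ list was 0.463 points, with an interval from −0.812 to 1.52. The pericentromeric excess of the control list was not only removed but turned into −10.3 points. For that value, 12.6% of the weight fell on classes with fewer than 20 control regions. On X and 2L, the higher NelfA*/+ share became −0.379 and −0.510 points at equal GC content. The exon excess on the arms shrank from 5.16 to 2.19 points but its interval (0.501 to 3.73) excluded 0, so GC content was not its whole cause. Likewise, the scaffolds stayed −10.9 points below other sequence. Across 15 TE families with at least 20 copies touched by any list, the share of those copies with a NelfA*/+ region rose with the family's GC content (Spearman rho 0.796, permutation p = 6e-04; Pearson r 0.765, permutation p = 9.6e-04). Without the 2 families farthest from the median GC content r was 0.709. Families are not independent replicates. R1A1 (GC content 55%) had 88.5% and 1360 (34.1%) had 21.2%. A preference of the genotype effect for certain families remains open, as untested.

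Sequence of the chromosome 3 centromere stood apart. The commonest 12-base word in the first 350 kb of 3R, counted over all rotations and both strands, was ACCGAGTACGGG with 40605 occurrences, a tandem satellite. Of 574 windows of 1 kb in the genome with at least 5 occurrences, 555 (96.7%) lay in this stretch or on the 144 scaffolds that the reference assigns to the chromosome 3 centromere. These sequences make up 0.685% of the genome but 14% of the length covered by regions higher in NelfA*/+, and 206 of 548 NelfA*/+ regions with a score of at least 5. Of 117 scaffolds covered to at least 50% by NelfA*/+ regions, 95 were assigned to this centromere. Windows with a GC content of 55 to 65% were covered by NelfA*/+ regions to 84.0% here, against 30.5% in windows elsewhere that touched any list. This speaks against GC content as the whole cause. The windows were not of equal GC content, however, with means of 60.8% here and 57.2% elsewhere. A gain shared alike by all scaffolds is also argued against, since 42.6% of differential regions on scaffolds assigned to X (34.4 to 50.6) were higher in NelfA*/+, against 93.0% (89.3 to 96.5) on those of the chromosome 3 centromere. A satellite block that differs between the genotypes remains: within these sequences, windows with the unit were covered to 82.2% and windows without it to 6.60%. These windows also differ in GC content, 60.1% with the unit and 38.4% without. Among windows with a GC content of 40 to 55%, 33 with the unit were covered to 45.3% and 151 without it to 10.8%, with a mean GC content of 49.8% and 45.6%. At 55 to 65% only 7 windows lacked the unit, so the satellite and GC content are parted only in part. A satellite array of another size on the mutant chromosome may raise ChIP signal without any change of H3K9me2 per nucleosome. Linkage to the mutation speaks little for this: Nelf-A is on the same arm but starts at 21223704, far from the first 350 kb, and the mutants and their siblings came from repeated backcrossing through heterozygous females. A gain of H3K9me2 on this satellite would give the same lists, and only the input libraries could part these.

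Scaffolds assigned to X had a lower NelfA*/+ share than other scaffolds, but no clear majority either way. They held 306 of the regions higher in control siblings (59.1% of those on scaffolds), and 57.4% (49.4 to 65.6) of their 533 differential regions were higher in control siblings, an interval that includes an even split. Their differential regions had a median GC content of 31.6%. Differential regions elsewhere with the same GC content were higher in control siblings in 32.5%, so GC content may be part of this but not all of it. Whether X-linked repeats differ in copy number between the mutants and their siblings was not tested, and a biological difference between the genotypes remains open.

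The share of regions higher in NelfA*/+ that overlapped an annotated TE was 10.2% here. That is lower than the value quoted from the study above. A narrower TE annotation is a candidate explanation, but the test did not decide it. Any soft-masked base was found in 63.3% of these regions, below the 82.3% (81.1 to 83.3) of shuffled regions, so soft-masked sequence is too widespread to stand in for the TE annotation. Among gypsy copies touched by any list, the share with a NelfA*/+ region was 63.6%. That is higher than the value quoted from the study above. Among diver copies it was 45.7%. That is higher than the value quoted from the study above. Both shares depend on which copies form the denominator, set here by another TE annotation, and over all annotated copies they were 36.5% for gypsy and 25.8% for diver.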
